A study of Oryza sativa Japonica Group with 25 samples.

How the data were processed

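The series measured small RNA in 21 libraries and the 5' ends of uncapped mRNA, by parallel analysis of RNA ends (PARE), in 4 libraries of rice (Oryza sativa Japonica Group). The small RNA libraries covered 7 stages with 3 replicates each. Panicles, the flower-bearing branches, were taken at lengths of 0.1-0.2, 0.5-1.0, 2.0-4.0 and 6.0-8.0 cm. Anthers, the pollen-bearing organs, were taken at the microspore, mitosis and pollen stages. PARE libraries came from panicles of 2.0-4.0 cm (1 library), panicles of 6.0-8.0 cm (2 libraries) and anthers at the microspore stage (1 library). Groups and replicate numbers were taken from the sample titles.

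Per the labels' protocols, small RNA libraries were made with TruSeq Small RNA kits and sequencing of both library types used an Illumina HiSeq. The deposited files give, for each library, distinct tag sequences with their raw read count. How reads were trimmed and collapsed into tags is not given in the sources used here. Small RNA tags were 18 to 34 nt long, and PARE tags had 20 nt in 96.3 to 98.1% of reads.

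Shares of 21-nt and 24-nt reads were computed over reads of 18 to 30 nt. Each of the 6 steps between adjacent stages, and anthers against panicles, was tested with an exact two-sided permutation test of the difference in mean share. With 3 libraries against 3 the smallest possible p is 0.1. The 12 against 9 comparison had 293930 regroupings and a smallest possible p of 3.40e-06. Benjamini-Hochberg adjustment covered the 14 size-class tests.

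Tag counts were tested with edgeR 4.0.16 in R 4.3.3 (quasi-likelihood fit, TMM factors, 1 coefficient per stage, 6 contrasts of a stage against the one before). All 21 libraries were in 1 fit and shared 1 estimate of the spread, since 3 replicates per stage leave few degrees of freedom. Tags of 18 to 30 nt with at least 5 CPM in at least 3 libraries were kept, which gave 27082 tags. Library sizes were the reads of 18 to 30 nt. A tag counted as changed at a Benjamini-Hochberg adjusted p under 0.05 within its contrast. The DESeq2 version used for alternatives was 1.42.0. Other steps ran in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, numba 0.67.0 and matplotlib 3.10.9.

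Counts were summed for 27 miRNA families from a list of 32 mature sequences, written from memory before the data were examined and not checked against a miRNA database. Families took exact sequences, except miR2118 and miR2275. These were sums of 22-nt tags within 3 mismatches of a listed sequence, which gave 571 and 159 distinct tags. A single tag, CTTGTTTTTCTCCAATATCTCA (listed as miR2275-d), held 90.6% of miR2275 reads. Family counts were tested with the same edgeR design, library sizes and TMM factors, and adjusted over the list alone. The listed single tags were also read from the fit of all tags. The exact listed sequences of miR399, miR529 and miR1432 had at most 18 reads in any library, and their family values refer to these sequences alone.

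The named tags were, for each contrast, the one with the largest rise and the one with the largest fall among those past the threshold, with a mean of at least 100 CPM in the higher stage and no overlap of the 3 against 3 values. Families were named by the same rule without the CPM minimum, and miR2118 and miR2275 were named in every contrast. The tests of size classes, tags and families, their filters, these naming rules and the alternatives not described as added were chosen before the data were examined.

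The PARE measure was chosen after the files were seen, since target prediction in transcripts had been planned and no transcript sequences were used. For each listed sequence, the 9-nt word complementary to miRNA positions 2 to 10 was searched in 20-nt PARE tags. Slicing opposite miRNA position 10 puts that word at the start of a tag. A peak was called where reads with the word at the start exceeded the reads with the word at each of the next 11 positions. There were 30 distinct words, and 600 shuffled words (20 per word) gave the background. PARE values have 95% Poisson intervals and no test. Intervals and detection floors cover counting error only, since reads without molecular identifiers are not independent molecules.

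The edgeR tag fit, the PARE word search and the duplex search were tested on simulated data. For panicles of 2.0-4.0 against 0.5-1.0 cm, counts were drawn for the 27082 tags with a dispersion of 0.15, of which 200 were changed. The edgeR procedure called 67 tags with 0 false calls and 0 of wrong sign, and it recovered 61% of 4-fold and 6% of 2-fold changes. Apart from the changed tags all simulated libraries shared 1 mean profile, and as many tags were raised as lowered. The simulation therefore does not bear on errors from the scaling between real stages, whose profiles differed. The PARE word search on 302000 simulated tags recovered 400 to 402 reads per word where 400 had been planted, and at most 5 for a word not planted. A search for duplex partners on 24000 tags recovered 33.3% where 33.3% had been planted.

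Whether equal replicate numbers mark related libraries was checked from the correlation of their deviations from the stage means. In mitosis-stage against microspore-stage anthers all 3 same-numbered pairs were correlated above 0.1 (0.113 to 0.350), against -0.227 to 0.0175 for pairs with different numbers. The labels do not say what a replicate number shares, so the pairing rests on these correlations alone. A matching of mixed numbers could also pass 0.1. At 2.0-4.0 against 0.5-1.0 cm, replicates 1 with 2, 2 with 1 and 3 with 3 had 0.43, 0.49 and 0.15. The criterion therefore does not establish that equal numbers mark related libraries. The other 5 contrasts did not meet this criterion.

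Alternatives for size shares were a 20 to 24 nt denominator, distinct tags in place of reads, and removal of the 100 most abundant tags. Alternatives for tags and families were DESeq2 size factors (tags only), library totals without TMM, the DESeq2 Wald test, filters at 1 and 20 CPM (tags only), isomiRs with 3' ends differing by 1 nt (families only), replicate number as a block, and fits of only the 2 stages compared. Each library was also left out in turn. Alternatives added after the data were seen were TMM factors from tags of 20 to 24 nt, a replicate block in a fit of 2 stages, stage means in the panicle and anther test, PARE words from positions 1 to 10 or 3 to 10, and PARE libraries thinned to the shallowest.

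No genome, transcripts or structural RNA annotation were used here. The planned calls of phased small RNA loci (PHAS loci), their changes between stages, their relation to miR2118 and miR2275, cleavage sites in transcripts, and size shares without structural RNA were therefore not made. Tags carry no genomic position or gene name. Small RNA reads of 31 to 34 nt were left out of the tests and are described separately.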

Results

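The series followed small RNAs through rice panicle and anther development. It comprised 21 small RNA libraries, with 3 replicates at each of 7 stages, and 4 PARE libraries of cleaved mRNA ends. Panicle small RNA libraries held 22130339 to 29363491 reads, with 21201285 to 29018275 reads of 18 to 30 nt. Anther libraries held 10629535 to 18524416 reads, with 7539174 to 17035360 reads of 18 to 30 nt. Panicle libraries had 7049094 to 11778463 distinct tags and anther libraries 2588135 to 6339260. Tags seen once held 21.96 to 31.3% of panicle and 20.1 to 27.0% of anther reads. PARE libraries held 32630291 to 44602058 reads. Pearson correlations of log CPM across tags between replicates ran from 0.814 to 0.975, and tags are not independent replicates. On the first principal component, which held 45.9% of the variance, all panicle libraries had negative values and all anther libraries positive values. The second component held 35.0%.

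The first question was how the main size classes changed over development. Reads of 21 nt took 7.37% ± 0.532 (SD, n = 3 here and at each stage below) of 18 to 30 nt reads in 0.1-0.2 cm panicles and 11.1% ± 0.540 at 0.5-1.0 cm. Their share was 27.7% ± 2.56 at 2.0-4.0 cm and 31.3% ± 0.456 at 6.0-8.0 cm. In anthers it was 18.3% ± 2.01 at the microspore stage, 16.2% ± 1.25 at mitosis and 13.3% ± 0.752 at the pollen stage. The differences between adjacent stages, in order, were 3.74, 16.6, 3.66, -13.1, -2.10 and -2.88 percentage points. For 5 of these the replicates did not overlap, which gave the smallest p this design allows (exact permutation p = 0.1, Benjamini-Hochberg adjusted p = 0.14). At mitosis against the microspore stage they overlapped (exact permutation p = 0.3, Benjamini-Hochberg adjusted p = 0.35). That test did not use the replicate numbers, whose libraries were correlated in this contrast. The share fell from 17.9 to 16.7% in replicate 1, from 20.5 to 17.1% in replicate 2 and from 16.5 to 14.8% in replicate 3. No 3 against 3 share could reach 0.05. The difference at mitosis was -1.01 without microspore-stage replicate 2 and -3.00 without microspore-stage replicate 3. Counting distinct tags moved the largest difference most, from 16.6 to 1.71 points.

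Reads of 24 nt took 52.8% ± 1.57 in 0.1-0.2 cm panicles, 55.0% ± 1.27 at 0.5-1.0 cm, 41.4% ± 1.87 at 2.0-4.0 cm and 43.0% ± 0.621 at 6.0-8.0 cm. In anthers their share was 32.4% ± 4.10 at the microspore stage, 39.3% ± 2.91 at mitosis and 29.9% ± 1.58 at the pollen stage. The share fell by 13.6 points at 2.0-4.0 cm, fell by 10.7 at the microspore stage, rose by 6.92 at mitosis and fell by 9.38 at the pollen stage, without overlap of replicates (exact permutation p = 0.1, Benjamini-Hochberg adjusted p = 0.14). The differences of 2.12 points at 0.5-1.0 cm (exact permutation p = 0.3, Benjamini-Hochberg adjusted p = 0.35) and 1.60 at 6.0-8.0 cm (exact permutation p = 0.4, Benjamini-Hochberg adjusted p = 0.4) were within the spread between replicates. The first was 1.40 without replicate 1 of 0.5-1.0 cm and 3.01 without replicate 2 of 0.1-0.2 cm. The second was 0.970 without replicate 3 of 2.0-4.0 cm and 2.67 without replicate 2 of 2.0-4.0 cm. With distinct tags the difference at 2.0-4.0 cm was -0.00837 points.

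Over all stages, 24-nt reads took 33.8% ± 4.97 (SD, n = 9) in anthers and 48.1% ± 6.30 (SD, n = 12) in panicles. The difference of -14.2 points had an exact permutation p of 5.44e-05 and a Benjamini-Hochberg adjusted p of 0.000762, with overlapping ranges. That test takes libraries of different stages as interchangeable. With the stage means as units (3 against 4, added after the data were seen) the exact permutation p was 0.0571. All anther means were under all panicle means, and with these means a fall could not give a smaller p. The test of stage means could therefore not pass the threshold and decides nothing about the difference. The separation of stage means did not hold with a 20 to 24 nt denominator. There the 24-nt share was 50.9, 54.1 and 52.6% in the mitosis-stage libraries. It was 46.1 to 49.8% in those of 2.0-4.0 cm and 48.4 to 49.2% in those of 6.0-8.0 cm. Reads of 21 nt took 15.9% ± 2.50 in anthers and 19.4% ± 10.8 in panicles. Their difference of -3.44 points was not separable from regrouping (exact permutation p = 0.358, Benjamini-Hochberg adjusted p = 0.386), and it was 0.639 with a 20 to 24 nt denominator.

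**Figure D1:**
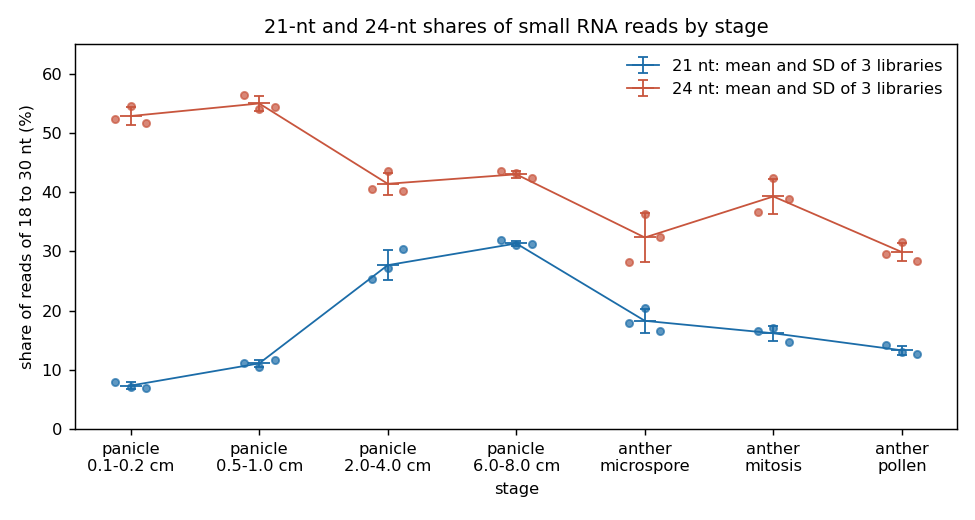
Share of 21-nt and 24-nt reads among reads of 18 to 30 nt, in percent, by stage; points are libraries, with the mean and SD of 3 replicates. The 21-nt share rose from 11.1% at 0.5-1.0 cm to 27.7% at 2.0-4.0 cm, while the 24-nt share fell from 55.0% to 41.4%.

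The next question was how many small RNA tags differed between adjacent stages. Of 27082 tags tested in edgeR, 12143 changed at 0.5-1.0 cm against 0.1-0.2 cm (8534 higher, 3609 lower). At 2.0-4.0 cm 15033 changed (6787 higher, 8246 lower), and at 6.0-8.0 cm 2187 changed (1551 higher, 636 lower). Microspore-stage anthers differed from 6.0-8.0 cm panicles in 18115 tags (8870 higher, 9245 lower), a contrast that changes tissue as well as stage. At mitosis 4197 tags changed (1476 higher, 2721 lower), and at the pollen stage 5948 changed (3224 higher, 2724 lower). The filter moved the first of these counts most, to 3075 of 6072 tags at 20 CPM and 31559 of 149789 tags at 1 CPM.

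The balance of higher and lower tags depended on the scaling. With TMM, 70.3, 45.1, 70.9, 49.0, 35.2 and 54.2% of changed tags were higher in the 6 contrasts in order. With library totals 65.4, 85.4, 87.6, 49.5, 38.7 and 29.0% were higher, and with DESeq2 size factors 83.6, 60.0, 81.7, 43.6, 23.3 and 45.9%. With TMM factors from 20 to 24 nt tags, added later, the percentages were 69.7, 49.8, 86.1, 60.6, 44.7 and 65.6. The median log2 change of all tags was 0.46, -0.10, -0.0015, -0.21, -0.059 and -0.13 with TMM and 0.032, 0.89, -0.030, -0.047, -0.065 and -0.50 with library totals. With DESeq2 size factors it was 0.89, 0.49, 0.20, -0.44, -0.24 and -0.31. Most changed tags were therefore lower at 2.0-4.0 cm with both kinds of TMM factors and higher with library totals and DESeq2 size factors. At the pollen stage most were higher with both kinds of TMM factors and lower with the other scalings. At the microspore stage most were higher only with TMM factors from 20 to 24 nt tags. Of the 15033 tags called at 2.0-4.0 cm, 8292 were also called with library totals, none with the opposite sign. Leaving out replicate 1 of 0.5-1.0 cm gave 9296 changed tags at 2.0-4.0 cm, of which 7186 were higher and 2110 lower. The count at 6.0-8.0 cm was 1356 without replicate 1 of 2.0-4.0 cm and 1402 without replicate 1 of 6.0-8.0 cm. At mitosis it was 2551 and 2795 without microspore-stage replicate 1 or 2, and 2064 without mitosis-stage replicate 3. At the pollen stage it was 3912 without pollen-stage replicate 3.

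**Figure D2:**
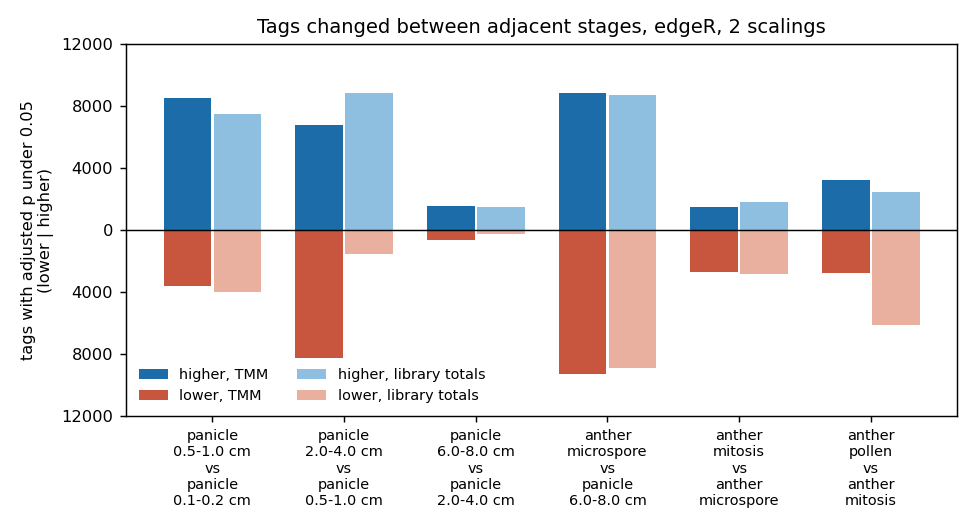
Number of tags higher (bars above 0) and lower (bars below 0) in each stage than in the stage before, at an edgeR adjusted p under 0.05, with TMM and with library totals. At 2.0-4.0 cm TMM gave 6787 higher and 8246 lower, and library totals gave 8838 higher and 1505 lower.

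The length classes of the changed tags differed between contrasts. Among the 27082 tags tested, 27.7% had 21 nt and 35.7% had 24 nt. At 0.5-1.0 cm 69.3% of the higher tags had 21 nt. At 2.0-4.0 cm 85.2% of the higher tags (5784) had 21 nt, and 75.6% of the lower tags (6234) had 24 nt. With library totals 68.0% of the higher tags at 2.0-4.0 cm had 21 nt. The direction of the changed 24-nt tags at 2.0-4.0 cm depended on the scaling, with 744 higher and 6234 lower with TMM but 1641 higher and 1135 lower with library totals. Of the 5784 higher 21-nt tags 40.1% began with C, against 37.5% of all 7493 21-nt tags tested, which include them. Of the 413 lower 21-nt tags 17.4% began with C. At 6.0-8.0 cm 73.1% of the higher tags had 24 nt. At the microspore stage 41.7% of the lower tags had 21 nt and 48.1% had 24 nt. Of the higher tags at mitosis 58.3% had 24 nt, and of the lower tags at the pollen stage 52.5% had 24 nt.

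In panicles, the tag with the largest rise at 0.5-1.0 cm was TTGAGAACCTGAACCTTGGCGATC (24 nt), from 4.49 ± 1.61 to 389 ± 87.8 CPM (SD, n = 3 here and below; log2 change 6.95, SE 0.53, edgeR adjusted p = 4.70e-10). The largest fall was that of GGCTGCCGGCGGACTGCTCGAGCTGC (26 nt), from 204 ± 85.7 to 22.5 ± 4.60 CPM (log2 change -2.77, SE 0.56, edgeR adjusted p = 0.000180). At 2.0-4.0 cm AGAGTTGTAGGAAACTGAACT (21 nt) rose from 0.322 ± 0.288 to 125 ± 42.2 CPM (log2 change 7.40, SE 0.69, edgeR adjusted p = 4.74e-07). TTAGAGACCGAGGTGACTGACC (22 nt) fell from 104 ± 48.3 to 32.8 ± 11.6 CPM (log2 change -3.07, SE 0.51, edgeR adjusted p = 3.39e-05). Without replicate 1 of 0.5-1.0 cm its log2 change was -1.63. At 6.0-8.0 cm TAGTTGTTACCATCACCGCTCATA (24 nt) rose from 0.909 ± 0.912 to 125 ± 70.4 CPM (log2 change 7.09, SE 0.86, edgeR adjusted p = 9.07e-07). CCTGCCTGGGCGTCACGC (18 nt) fell from 114 ± 142 to 22.2 ± 7.30 CPM (log2 change -2.16, SE 0.60, edgeR adjusted p = 0.0204). This fall rested on 1 library: without replicate 1 of 2.0-4.0 cm the log2 change was -0.61 (edgeR adjusted p = 0.671). It was also not past the threshold without replicate 1 or 3 of 6.0-8.0 cm (edgeR adjusted p = 0.126 and 0.0722) or with library totals (edgeR adjusted p = 0.0593). Over all its alternative settings the adjusted p ran from 0.00669 (edgeR, 20 CPM filter) to 0.0881 (edgeR, 2 stages only).

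In anthers, CAGGCTGCTGCACCTTGGGCCCGCT (25 nt) had 0 counts in all 3 libraries of 6.0-8.0 cm panicles and 106 ± 76.7 CPM at the microspore stage (edgeR adjusted p = 2.42e-08). Against a floor of 3 counts per library, which is 0.114 to 0.122 CPM, its microspore-stage mean was at least 869-fold higher. Counts there ran from 228 to 1876, and the lowest library lay under that fold. ATCCAAAACGTGCAGAACTTTATC (24 nt) fell from 284 ± 36.4 to 6.36 ± 2.38 CPM in the same contrast (log2 change -5.63, SE 0.56, edgeR adjusted p = 1.68e-08). At mitosis CGAGGTGTAGCGCAGTCTG (19 nt) rose from 23.2 ± 14.4 to 338 ± 226 CPM (log2 change 3.86, SE 0.55, edgeR adjusted p = 6.53e-05). CTCTCGGCAACGGATATC (18 nt) fell from 111 ± 60.8 to 3.67 ± 3.06 CPM (log2 change -4.90, SE 0.62, edgeR adjusted p = 2.34e-05). At the pollen stage CCGCAATCGACATTGGTG (18 nt) rose from 5.30 ± 3.57 to 517 ± 223 CPM (log2 change 7.01, SE 0.62, edgeR adjusted p = 7.34e-08). CCATCGGACCAAATACTGACGTTT (24 nt) fell from 235 ± 219 to 4.44 ± 3.47 CPM (log2 change -5.38, SE 0.79, edgeR adjusted p = 1.77e-05).

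The same contrasts were made for 27 miRNA families. In order, 16, 18, 5, 20, 1 and 6 families changed, adjusted over the list alone. Of these 15 were higher and 1 lower at 0.5-1.0 cm, 6 higher and 12 lower at 2.0-4.0 cm, and 5 higher and 0 lower at 6.0-8.0 cm. At the microspore stage 7 were higher and 13 lower, at mitosis 1 was higher, and at the pollen stage 2 were higher and 4 lower. For the 27 listed single tags that passed the filter, 13, 17, 5, 19, 1 and 8 changed when adjusted over all tags tested, and 13, 19, 8, 19, 0 and 8 when adjusted over the list alone. At mitosis, where the latter count was 0, 5 had an unadjusted edgeR p under 0.05. The direction at 2.0-4.0 cm depended on the scaling, since library totals gave 12 families higher and 2 lower. At the pollen stage TMM factors from 20 to 24 nt tags gave 5 higher and 4 lower. The direction at 2.0-4.0 cm also changed in fits without single libraries: without replicate 1 of 0.5-1.0 cm 9 were higher and 4 lower. Without replicate 3 of 0.5-1.0 cm, replicate 2 of 0.1-0.2 cm or pollen-stage replicate 3 there were 6 higher and 5 lower. Leaving out a library can also change the library that TMM takes as reference, which was pollen-stage replicate 3 in the full fit. With replicate 2 of 2.0-4.0 cm as reference and all libraries kept, 6 were also higher and 5 lower. These fits therefore do not separate a library from the reference. The count at 0.5-1.0 cm was 10 with library totals. With each of the 21 libraries in turn as TMM reference, a check added after the data were seen, the counts ran from 8 to 18, 11 to 20, 3 to 12, 18 to 22, 0 to 6 and 6 to 7 in the 6 contrasts in order. At mitosis 8 references gave 0 in edgeR, with 4 to 7 families at an unadjusted p under 0.05.

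The 5 families higher at 6.0-8.0 cm, named after their values were seen, were miR156, miR164, miR168, miR396 and miR2275, all also higher with library totals. That count was 2 without replicate 1 of 2.0-4.0 cm or replicate 2 of 6.0-8.0 cm, and 3 without replicate 2 of 2.0-4.0 cm. It was 8 without replicate 1 or 2 of 0.5-1.0 cm or microspore-stage replicate 1. The listed single tag changed at mitosis was miR2275-d. With the replicate number as a block in a fit of the mitosis and microspore stages alone, added after the data were seen, 6 families were higher at mitosis.

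Beside miR2118 and miR2275, the family with the largest fall at 0.5-1.0 cm was miR156, from 60.0 ± 16.8 to 12.9 ± 3.21 RPM over reads of 18 to 30 nt (log2 change -1.91, SE 0.37, edgeR adjusted p = 1.42e-05). Without replicate 2 of 0.1-0.2 cm its log2 change was -1.11. At 2.0-4.0 cm miR319 fell from 112 ± 0.797 to 46.8 ± 1.69 RPM (log2 change -2.51, SE 0.39, edgeR adjusted p = 1.11e-07). The log2 change of miR319 was -1.26 with library totals and -1.61 without replicate 1 of 0.5-1.0 cm. At the microspore stage miR319 fell further, from 39.2 ± 3.57 to 1.35 ± 0.963 RPM (log2 change -5.00, SE 0.46, edgeR adjusted p = 4.93e-16). The listed 20-nt sequence of miR319 had 32282 reads over all libraries, and the tag 1 nt longer at its 3' end, TTGGACTGAAGGGTGCTCCCT, had 578911. With such 3' variants added the log2 changes of miR319 were -2.42 at 2.0-4.0 cm and -5.19 at the microspore stage. In the same contrast miR169 rose from 0.320 ± 0.383 to 3.02 ± 0.883 RPM (log2 change 3.06, SE 0.57, edgeR adjusted p = 2.33e-06). Without replicate 3 of 6.0-8.0 cm its log2 change was 4.65. The listed miR169 sequence had only 2 to 20 reads per library at 6.0-8.0 cm and 20 to 51 at the microspore stage. This rise refers to that sequence alone. At the pollen stage miR393 rose from 24.2 ± 15.1 to 159 ± 44.1 RPM (log2 change 3.12, SE 0.45, edgeR adjusted p = 3.15e-08), and miR398 fell from 279 ± 182 to 54.9 ± 10.03 RPM (log2 change -1.97, SE 0.41, edgeR adjusted p = 5.83e-05).

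The miRNAs miR2118 and miR2275 are known triggers of reproductive phased small RNAs of 21 and 24 nt. miR2118 had 6.22 ± 4.17 RPM at 0.1-0.2 cm, 230 ± 51.2 at 0.5-1.0 cm, 1306 ± 144 at 2.0-4.0 cm and 1176 ± 130 at 6.0-8.0 cm. In anthers it had 1184 ± 407, 1437 ± 754 and 307 ± 111 RPM at the microspore, mitosis and pollen stages. It rose at 0.5-1.0 cm (log2 change 5.67, SE 0.44, edgeR adjusted p = 1.94e-19) and at 2.0-4.0 cm (log2 change 1.25, SE 0.37, edgeR adjusted p = 0.00231). The second rise was 2.50 with library totals, and 2.04 and 1.92 without replicate 1 or 3 of 0.5-1.0 cm. It fell at the pollen stage (log2 change -1.87, SE 0.37, edgeR adjusted p = 2.84e-05). The steps to 6.0-8.0 cm (-0.12, edgeR adjusted p = 0.822), to the microspore stage (-0.16, edgeR adjusted p = 0.712) and to mitosis (0.30, edgeR adjusted p = 0.658) were not past the threshold. The sign at the microspore stage changed with the scaling (0.0095 with library totals). Their signs also changed without single libraries. The first became 0.0014 without replicate 3 of 2.0-4.0 cm. The second became 0.021 without replicate 2 of 0.1-0.2 cm, any replicate of 0.5-1.0 cm, or pollen-stage replicate 3. The third became -0.20 without mitosis-stage replicate 1.

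miR2275 had 0.362 ± 0.0279 RPM at 0.1-0.2 cm, 0.268 ± 0.126 at 0.5-1.0 cm, 14.3 ± 3.81 at 2.0-4.0 cm and 84.1 ± 12.8 at 6.0-8.0 cm. In anthers it had 500.3 ± 48.7, 1085 ± 117 and 851 ± 102 RPM at the microspore, mitosis and pollen stages. It rose at 2.0-4.0 cm (log2 change 4.51, SE 0.44, edgeR adjusted p = 1.12e-14), at 6.0-8.0 cm (log2 change 2.58, SE 0.36, edgeR adjusted p = 8.04e-09) and at the microspore stage (log2 change 2.41, SE 0.35, edgeR adjusted p = 1.19e-08). The further rise at mitosis was near the threshold (log2 change 1.12, SE 0.34, edgeR adjusted p = 0.0394). Over its alternatives the edgeR adjusted p of that rise ran up to 0.0993, in a fit of the 2 stages alone. With a replicate block, whose pairing was not established, the same fit gave an edgeR adjusted p of 7.19e-05. The adjusted p of that rise was above 0.05 in 11 of the 21 fits without a single library (edgeR adjusted p = 0.0505 to 0.181). These left out replicate 2 of 0.1-0.2 cm, replicate 1 or 3 of 0.5-1.0 cm, replicate 2 or 3 of 6.0-8.0 cm, microspore-stage replicate 1 or 3, mitosis-stage replicate 2 or 3, or pollen-stage replicate 2 or 3. The steps at 0.5-1.0 cm (-0.0099, edgeR adjusted p = 0.984) and at the pollen stage (0.044, edgeR adjusted p = 0.931) were not past the threshold. The pollen-stage sign changed with library totals (-0.35). The sign at 0.5-1.0 cm changed without replicate 2 of 0.1-0.2 cm, replicate 1 or 2 of 0.5-1.0 cm or pollen-stage replicate 3 (0.35 to 0.80). The pollen-stage sign changed without replicate 2 of 0.1-0.2 cm, any replicate of 0.5-1.0 cm, mitosis-stage replicate 1 or pollen-stage replicate 2 or 3 (-0.028 to -0.066).

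**Figure D3:**
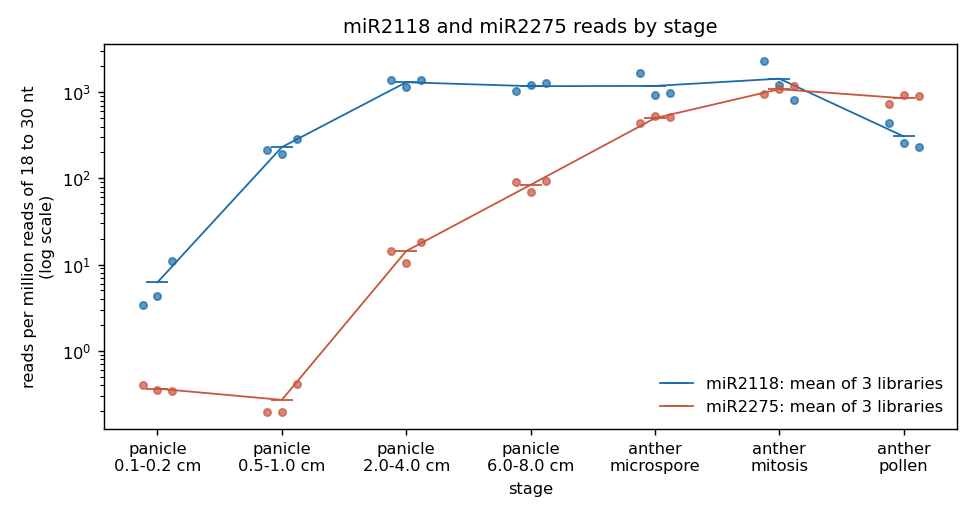
RPM of miR2118 and miR2275 by stage on a log axis; points are libraries and the line is the mean of 3. miR2118 was at 1306 RPM by 2.0-4.0 cm, while miR2275 was at 14.3 there and at 1085 in mitosis-stage anthers.

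The PARE libraries addressed which of the listed miRNAs left cleaved ends. The measures have no replicates at 2.0-4.0 cm and at the microspore stage, and no test was made. Reads with the word at the slice position formed a peak for 16 of 30 words (53.3%) at 2.0-4.0 cm and in both libraries of 6.0-8.0 cm, and for 14 (46.7%) in microspore-stage anthers. Among 600 shuffled words 11.3, 12.8, 13.5 and 12.5% formed a peak, where 8.33% would by chance alone. Moving the start of the word to position 3 moved these counts most, to 14, 16, 14 and 10.

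The miR2118 slice position had 3442 RPM over 20-nt PARE reads at 2.0-4.0 cm (95% Poisson interval 3422 to 3461). It had 2410 (2393 to 2427) and 3391 (3373 to 3409) in the libraries of 6.0-8.0 cm, and 9.94 (9.03 to 10.9) at the microspore stage. The median over the other 11 positions was 4.44, 4.07, 4.05 and 3.04 RPM. In microspore-stage anthers this slice position held 435 reads, and the most frequent shuffled word held 2687. The slice tags of at least 10 reads numbered 249, 216, 244 and 12. The miR2275 slice position had 0.976 (0.672 to 1.37) RPM at 2.0-4.0 cm, 62.2 (59.4 to 64.97) and 87.2 (84.3 to 90.2) at 6.0-8.0 cm, and 0.731 (0.500 to 1.03) at the microspore stage. The word of miR2275-d had 5.18, 43.6, 59.6 and 4.37 RPM and formed a peak at 6.0-8.0 cm only. By the mean over the 4 libraries, which 3 panicle libraries dominate, the miRNAs after miR2118 were miR396-E (254, 193, 251 and 73.0 RPM), miR160 (205, 159, 199.5 and 23.8) and miR166 (150, 87.3, 82.1 and 16.4). These were followed by miR390 (82.4, 52.1, 74.2 and 4.37), which had no peak at the microspore stage, and miR169 (73.1, 40.8, 54.3 and 28.2). In the microspore library alone the order differed. There miR396-E, miR169, miR408 (26.1, without a peak), miR160, the shared word of miR396 and miR396-T (21.6) and miR167 (17.8) were above miR166 and miR2118.

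**Figure D4:**
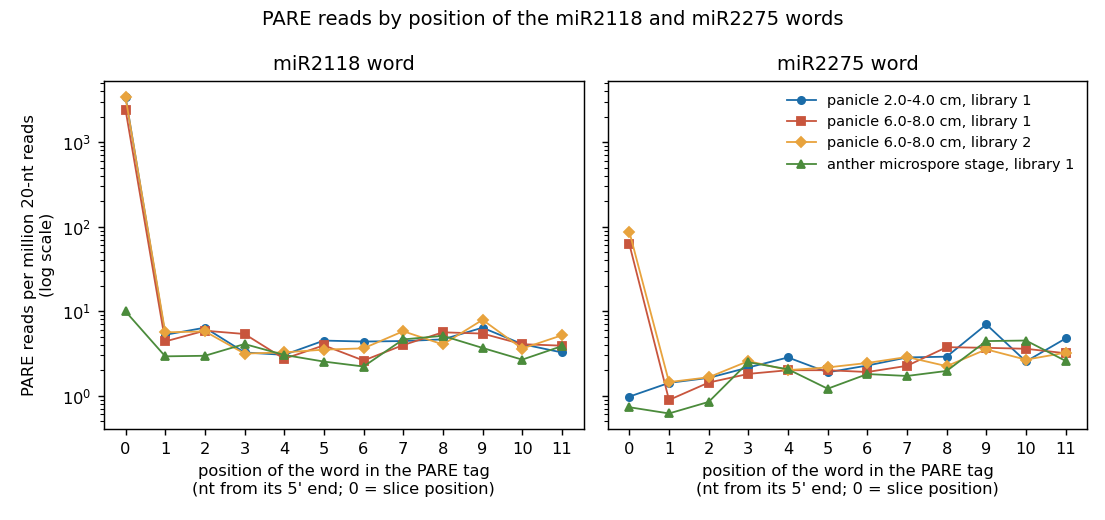
RPM over 20-nt PARE reads (log axis) against the position of the miR2118 word and of the miR2275 word in the PARE tag, where 0 is the slice position; each line is 1 of 4 libraries. The miR2118 word was at 3442 RPM at position 0 in 2.0-4.0 cm panicles and at 9.94 in microspore-stage anthers.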

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

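The tests on the most abundant tags, on 26 to 30 nt reads and on library batch were all chosen after the result was seen.

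Reads of 31 to 34 nt lay outside the lengths that were tested, and they formed a signal in data no comparison used. They took 20.2% ± 10.1 (SD, n = 9) of anther reads, from 8.04 to 32.9%, and 2.07% ± 0.949 (SD, n = 12) of panicle reads, from 1.07 to 4.20%. The ratio of the means was 9.75, with an exact permutation p of 3.40e-06, the smallest this comparison can give. This test also takes libraries of different stages as interchangeable, and no test of stage means was made for it. By stage the mean was 2.62, 1.29, 2.44 and 1.93% in the panicles in order of length, and 19.5, 11.1 and 29.8% in anthers at the microspore, mitosis and pollen stages. The most abundant such tag, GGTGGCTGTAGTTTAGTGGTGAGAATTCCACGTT (34 nt), had a mean of 28949 RPM over all reads in anthers and 1065 in panicles.

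A few abundant tags were not the whole cause. The 10 most abundant tags held 41.8% of these reads in anthers and 12.4% in panicles. Without them the anther share was 12.5%, and its lowest library, at 5.76%, still exceeded the highest panicle library at 4.03%. Reads of 18 to 19 nt took 6.90% of anther and 3.49% of panicle reads of all lengths, so shorter reads differed less.

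A general breakdown of longer RNA stayed open. Reads of 26 to 30 nt were also more frequent in anthers, at 12.1 against 4.31%, a ratio of 2.82. A breakdown that yields mostly fragments above 30 nt could give this ratio beside 9.75 for the longer reads. A library batch or a different size selection also stayed open. The labels give no batch, 0 of the 9 anther libraries lay in the panicle range, and tissue and any batch cannot be told apart. Specific RNA fragments in anthers are the biological alternative, which was not tested without an annotation.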

How the results depend on the processing

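The replicate block in the 2-stage fit, the stage means, the TMM factors from 20 to 24 nt tags and the PARE settings were chosen after the results were seen; the counts over splits of the libraries were too.

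Of the size shares, 36 of 44 alternative values and all 114 without a single library kept their direction and their side of the threshold, although no 3 against 3 share could pass it. With distinct tags the 21-nt difference reversed to -0.149 points at 6.0-8.0 cm, 0.944 at the microspore stage, 0.00114 at the pollen stage and 1.37 for anthers against panicles (exact permutation p = 0.00541). With a 20 to 24 nt denominator the last was 0.639. The 24-nt difference at 0.5-1.0 cm became -0.801 with that denominator and -1.31 with distinct tags. With stage means the 24-nt difference of -14.2 between anthers and panicles had an exact permutation p of 0.0571, since fewer units were compared. All anther means were under all panicle means, and with these means a fall could not give a smaller p. This alternative could therefore not pass the threshold. The causes of the reversals were not tested.

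Counts of changed tags stayed within 1.5 times in 34 of 49 alternatives and 119 of 126 fits without a single library. Filters changed the number of tags tested. At 1 CPM (149789 tags) 31559, 45781, 5341, 69755, 13184 and 17352 changed in the 6 contrasts in order, and at 20 CPM (6072 tags) 3075, 3095, 739, 4151, 1316 and 1912. Fits of only the 2 stages gave 8985 at 2.0-4.0 cm (7370 higher, 1615 lower), 3498 at 6.0-8.0 cm and 2746 at mitosis. The DESeq2 Wald test gave 14123, 13919, 2721, 18484, 4907 and 6514.

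Without single libraries the tag counts ran from 8945 to 17639 at 0.5-1.0 cm and from 14917 to 18576 at the microspore stage. At 2.0-4.0 cm they ran from 9296 (without replicate 1 of 0.5-1.0 cm) to 16322. At 6.0-8.0 cm they ran from 1356 (without replicate 1 of 2.0-4.0 cm; 1402 without replicate 1 of 6.0-8.0 cm) to 2774. At mitosis they ran from 2064 (without mitosis-stage replicate 3) to 5290, with 2551 and 2795 without microspore-stage replicate 1 or 2. At the pollen stage they ran from 3912 (without pollen-stage replicate 3) to 6754.

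Counts of families stayed within 1.5 times in 30 of 37 alternatives and 101 of 126 fits without a single library. Library totals gave 10 at 0.5-1.0 cm and 4 at mitosis. Fits of 2 stages gave 10 at 6.0-8.0 cm and, in edgeR, 0 at mitosis, where 6 families had an unadjusted p under 0.05 and the DESeq2 Wald test gave 2. TMM factors from 20 to 24 nt tags gave 6 at mitosis.

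Without single libraries the family count at 2.0-4.0 cm ran from 11 (without replicate 2 of 0.1-0.2 cm, replicate 3 of 0.5-1.0 cm or pollen-stage replicate 3) to 19. At 6.0-8.0 cm it ran from 2 (without replicate 1 of 2.0-4.0 cm or replicate 2 of 6.0-8.0 cm; 3 without replicate 2 of 2.0-4.0 cm) to 8 (without replicate 1 or 2 of 0.5-1.0 cm or microspore-stage replicate 1). At mitosis it ran from 0 to 3. It was 3 without microspore-stage replicate 2 or mitosis-stage replicate 1, and 2 without replicate 1 of 0.1-0.2, 2.0-4.0 or 6.0-8.0 cm. It was 0 in the 11 edgeR fits in which miR2275 was above the threshold, with 4 to 7 families at an unadjusted p under 0.05.

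The replicate block in the fit of all stages gave 11820, 14975, 2200, 18055, 4211 and 5795 tags and 15, 17, 5, 20, 1 and 6 families. In the 5 contrasts that did not meet the pairing criterion, correlations of same-numbered libraries ran from -0.440 to 0.153. At mitosis, where it was met, a replicate block in a fit of the 2 stages gave 4138 tags and 6 families. Mixed numbers also met it in other contrasts, so the pairing behind that block was not established. Among the named tags only CCTGCCTGGGCGTCACGC was no longer called with the block (edgeR adjusted p = 0.0566), and it changed no call of a named family.

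Of the named families, 106 of 110 alternative values and 349 of 378 without a single library kept direction and call. The changes of miR2118 at the microspore stage, 0.0095 with library totals and 0.39 with TMM from 20 to 24 nt tags, and of miR2275 at the pollen stage, -0.35 with library totals, reversed without being past the threshold. Without single libraries miR2118 ran from -0.20 to 0.0014 at 6.0-8.0 cm, from -0.41 to 0.021 at the microspore stage and from -0.20 to 0.63 at mitosis. miR2275 ran from -0.094 to 0.80 at 0.5-1.0 cm and from -0.066 to 0.20 at the pollen stage. The causes were not tested.

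Of the named tags, 93 of 98 alternative values and 249 of 252 without a single library kept direction and call; the exceptions were all CCTGCCTGGGCGTCACGC. Its edgeR adjusted p was 0.0593 with library totals, 0.0798 at the 1 CPM filter, 0.0881 with 2 stages and 0.0527 with TMM from 20 to 24 nt tags. Without replicate 1 of 2.0-4.0 cm, replicate 1 of 6.0-8.0 cm or replicate 3 of 6.0-8.0 cm it was 0.671, 0.126 and 0.0722. Tags that failed a filter had no value there.

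The family direction at 2.0-4.0 cm could follow the reference library that TMM takes: of the 21 libraries as reference, 9 gave more families higher than lower, with 6 to 13 higher and 2 to 14 lower. Short and long RNA fragments in the TMM factors left it undecided, since factors from 20 to 24 nt tags gave 7 higher and 8 lower. Without replicate 1 of 0.5-1.0 cm 9 were higher and 4 lower, the direction that library totals gave. Leaving out a library can also change the reference, so the part played by this 1 library stayed open. These counts do not decide which scaling is nearer to the truth.

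Chance cannot be excluded by splits of 6 libraries, since 1 of 10 is the smallest share. In the fits of 2 stages only the real split, 1 of 10, gave as many tags in each contrast (8780, 8985, 3498, 20319, 2746 and 5006, against 0 in every other split). It was also 1 of 10 for families in 5 contrasts. For families at mitosis the real split gave 0, so 10 of 10 splits had to give as many and the comparison decided nothing. That fit had no replicate block, and with one the 2 stages gave 6 families. The 4 splits there that part all 3 same-numbered pairs gave 0 tags except the real one.

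PARE peak counts stayed within 1.5 times in all 12 alternatives, and thinned libraries gave 16, 16, 16 and 13. The reads at slice positions moved beyond their Poisson intervals under all 24 alternatives. Not run were the alternatives for structural RNA, phased loci, their relations to miRNAs, and cleavage sites in transcripts. The exact sequences of miR399, miR529 and miR1432 had at most 18 reads in any library, and whether depth or the listed sequence was the cause was not tested.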

Other observations

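The tests on abundant tags, on fewer 24-nt reads, on PARE recovery, on the level of miR2118 and on chance matches of miR2275 were chosen after the results were seen. The duplex test, both tests of where small RNAs begin, and the test of chance matches of miR2118 were chosen before theirs.

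The rise of the 21-nt share at 2.0-4.0 cm, by 16.6 points, was not made by a few abundant tags, since it was 16.8 without the 100 most abundant. Fewer 24-nt reads in the denominator were not the whole cause either. The lowest library of 2.0-4.0 cm had 4.57 reads of 21 nt per read of 22 nt, and the highest of 0.5-1.0 cm had 1.73. Processing into duplexes with 2-nt 3' overhangs is a candidate explanation. The share of 21-nt reads with a partner at that overhang was 41.2 to 43.3% in the 3 libraries of 2.0-4.0 cm and 8.53 to 9.28% in those of 0.5-1.0 cm, after thinning to 1137084 reads. Each of the other offsets had at most 5.97% at 2.0-4.0 cm. The cause of the rise itself was not tested beyond this, and the growth of the panicle stays an untested biological alternative.

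PARE tags at the miR2118 and miR2275 slice positions may mark the starts of phased small RNAs. Among small RNA reads of 20 to 25 nt that began with a miR2118 slice tag, 90.0 to 92.6% had 21 nt in the 6 libraries of 2.0-4.0 and 6.0-8.0 cm. For slice tags of the other miRNAs this share was 63.6 to 71.8%. For slice tags of miR2275 and miR2275-d together 94.96 to 95.2% had 24 nt at 6.0-8.0 cm, against 17.5 to 19.6% for the other miRNAs. For miR2118 chance matches of a 9-nt word were too few in panicles, as the most frequent shuffled word had 1.90% of the lowest miR2118 reads. For the word of the listed miR2275 sequence, chance matches did not account for the peak at 6.0-8.0 cm. There the most frequent of 600 shuffled words had 55.4 and 36.8% of the miR2275 reads (1953 and 3428). The miR2275 reads were 31 and 35.7 times the median over its other positions, and the highest such ratio of a shuffled word was 11.1 and 12.7. The miR2275-d word had 1369 and 2344 reads, above the most frequent shuffled word (1082 and 1262). Its reads were 5.19 and 6.89 times the median over its other positions, under those highest shuffled ratios. That ratio therefore did not exclude chance matches for miR2275-d. The bar for the miR2275 test was set after its values were seen. At 2.0-4.0 cm miR2275 had 33 reads and no peak, under the shuffled median of 63.5. In microspore-stage anthers chance matches were not excluded, as a shuffled word there had more reads (2687) than miR2118 (435). Phasing itself was not tested without a genome.

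Reads at the miR2118 slice position in RPM were 292-fold lower at the microspore stage than at 6.0-8.0 cm. A PARE library that recovers less cleavage of all miRNAs alike was not the whole cause. Over the same slice tags, those of at least 10 reads in both libraries of 6.0-8.0 cm, miR2118 was lower by 348-fold. The 13 other miRNAs with a peak in both libraries were lower by a median of 7.72-fold, and 8 of them by 1.67-fold (miR169) to 8.24-fold (miR529). Others fell further, miR390 by 31.1-fold, miR164 by 36.7-fold, miR2275-d by 169-fold, miR319 by 352-fold (1 read left) and miR2275 by 528-fold (6 reads left). These tags were chosen by their reads at 6.0-8.0 cm, which favours falls. Over all slice reads the folds were 14.5 for miR390, 4.56 for miR164, 11.8 for miR2275-d, 1.72 for miR319 and 102 for miR2275. None of these reached the 292-fold of miR2118. A smaller loss of recovery therefore stayed open. This was the last of 4 forms of the test, and the earlier forms, which took all reads with the word, were dropped because the miRNAs were picked by their microspore peak or because matches at other tags hid falls. Less miR2118 was not the cause, because miR2118 tags with the matched word stood at 386 ± 180 RPM there and 292 ± 50.02 at 6.0-8.0 cm (SD, n = 3), a ratio of 1.32. Fewer target transcripts at the microspore stage, and whole panicles against anthers, stayed open and were not tested, with 1 PARE library at that stage.

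Small RNAs of 21 nt that began with 1 of 271 miR2118 slice tags had a mean of 0.167, 6.38, 65.5 and 54.8 RPM in panicles in order of length, and 3.09, 1.63 and 0.836 RPM in anthers at the microspore, mitosis and pollen stages. Small RNAs of 24 nt that began with 1 of 25 slice tags of miR2275 or miR2275-d had 0.0129, 0, 0.368 and 22.4 RPM in panicles. In anthers they had 21.5, 18.1 and 5.76 RPM. The most abundant miR2118 slice tag at 2.0-4.0 cm, GCATCAGGAATCTGAATTCA, held 9.997% of the slice reads.

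The share of 24-nt reads with a partner at a 2-nt 3' overhang was 8.05, 8.04, 8.67 and 12.1% in panicles and 24.8, 12.2 and 6.53% in anthers, after thinning to 2124976 reads. The highest mean at another offset was 7.26, 7.23, 8.10 and 8.86% in panicles and 14.7, 8.40 and 7.20% in anthers. The 2-nt overhang was thus near the other offsets in the first 3 panicle stages and under the highest of them at the pollen stage. At the microspore stage the libraries ran from 22.6 to 26.5%. A tag chosen after its values were seen, AGAAGAGAGAGAGTACAGCCT, differs from the listed miR529 sequence AGAAGAGAGAGAGTACAGCTT by T20C, counted from the 5' end of the listed sequence. The listed sequence was not checked against a database, so the small RNA values of miR529 are those of that sequence alone. The substitution lies outside the miR529 word searched in PARE tags. The PARE values of miR529 therefore do not separate the listed sequence from this tag. The tag had 1477, 18633, 16345 and 16951 CPM in panicles and 1057, 587 and 514 CPM in anthers. By the stage mean it was the most abundant tag at 0.5-1.0 and 2.0-4.0 cm. In replicate 2 of 0.5-1.0 cm the top tag was TCGGACCAGGCTTCATTCCCC, with 499219 reads.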
